A study of Mus musculus with 6 samples.

How the data were processed

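RNA was extracted from cultured mouse kidney epithelial cells with DNase digestion, its integrity was checked, and messenger RNA was purified and sequenced on an Illumina HiSeq instrument, per the labels' protocols. There were 6 libraries, 3 attached and 3 held in suspension for 4 h. TopHat, Bowtie, Cufflinks 1.0.3 and Cuffdiff were named with the build mm10, per the submitters' processing notes. Their settings, the annotation used and whether strand was counted are not given in the sources used here.

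The deposited FPKM are 1 value per condition, made by the authors over the libraries of that condition. The deposited log2 fold change, test score, p-value and q-value come from the authors' own comparison, per the file headers. Attached and suspended were read from column names ending in A and S, which rests on S standing for suspension. The deposited table has 37757 rows, of which 14748 were tested and 23009 were not. The log2 ratio recomputed from the FPKM differed from the deposited log2 fold change by at most 4.0e-05. Deposited p-values go no lower than 5e-05, a value shared by 4278 tested rows. The deposited q exceeded a Benjamini-Hochberg adjustment recomputed over the tested rows by up to 0.00889. Of the deposited rows, 466 name several genes, and 132 tested rows are listed at 0 FPKM in 1 condition, for which no fold was given.

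Depth is unknown, because FPKM were pooled over libraries and whole reads could not be recovered from the low values. The deposited p and test score gave a rough precision instead: the normal quantile of p divided by the score had a median of 1.75 (quartiles 1.72 and 1.80). The standard error of log2 implied by it had a median of 0.62 in rows with a mean of 0.3 to 1 FPKM, 0.27 from 1 to 5, 0.16 from 5 to 20, 0.12 from 20 to 100 and 0.11 from 100 FPKM. It departs from the deposited p for some genes near 0 and is not printed per gene. The 2 rows with the highest FPKM, named for the short RNAs mmu-mir-6236 and mmu-mir-6240, held 40.3% of the summed deposited FPKM attached and 39.4% suspended. Short lengths raise FPKM, so this is not a share of reads.

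No test across genes was run on libraries. Calls are the authors' q below 0.05. Gene lists were compared over the 14385 tested genes that name 1 gene, with 1 row per name, by a two-sided Fisher's exact test for higher and for lower calls, with Benjamini-Hochberg adjustment over 76 tests. The median log2 fold change of each list was set against 10000 random lists matched on mean FPKM in 20 bins. Genes are not independent replicates, so these p-values describe lists within this comparison. Of 668 gene symbols in 38 lists, 29 were not matched, 22 of them because they stand in a row naming several genes. Older symbols were matched through RefSeq synonyms, and 2 symbols that were newer names of genes already listed were merged with them, which left 637 genes. Of 13559 tested names found in the GENCODE M21 annotation (GRCm38), 13552 overlapped the deposited position, so the build is the one named in the notes.

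The text names genes by a rule fixed before the data were examined: the 10 called genes that rose most and the 10 that fell most with at least 5 FPKM in the higher condition, Bcl2l11 and Bmf, up to 4 called members per list, the 5 called genes with the highest mean, and 9 stress and death genes. It gave 160 genes, part of which are printed, and some are not reported here. Of 157 found in the annotation, 10 overlap another protein-coding gene and are uncertain where strand was not counted. Genes with near-identical copies, such as histones, are uncertain too.

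The calculations were tested on simulated data: 14253 genes with the implied errors, 200 of them changed, for the suspended against attached comparison. Of genes changed by a log2 of 1, 73% were called with the right sign, and of those changed by a log2 of 2, 89%. In the data a far larger part was called, 7524 of 14748 tested rows, so these shares do not give the sensitivity of this comparison. The simulated noise came from the implied errors, so it cannot test the spread between replicates. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Alternatives covered the low-value filter, the threshold, a 2-fold minimum, the adjustment, repeated names, rescaling, a pseudocount of 1 and the background. Alternatives that need values per library (another test, another normalization, leaving out a replicate and a replicate block) were not run. A pseudocount of 0.1 does not need them but was not run either.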

Results

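Gene expression was measured by mRNA sequencing in kidney epithelial cells isolated from C57/Bl6J mice 8 weeks old, with a genotype labelled Bim-/- Bmf-/-. Bim (gene symbol Bcl2l11) and Bmf are BH3-only proteins, which promote apoptosis. The cells were either kept attached or held in suspension for 4 h, with 3 libraries for each condition and 6 in all. The sample titles name the suspended cells for anoikis, the death of cells that lose their anchorage. The comparison therefore asks which transcripts change when cells labelled as lacking these death genes lose attachment. The authors' deposited table holds 1 FPKM (fragments scaled to transcript length and to the size of the library) for each gene and condition, with a fold change, a p and a q from the authors' own test. The columns are named by letters, and suspension was read from the letter S. Values per library were not analysed here and the depth is unknown, so no spread between replicates can be given. The labels call the libraries independent without saying whether they came from separate cultures or animals, so the p-values may measure technical spread only.

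Of the genes labelled as deleted, Bcl2l11 transcript was measured at 9.53 FPKM in attached and 51.4 FPKM in suspended cells in the authors' deposited table. It was 5.40-fold higher in suspension (q = 0.000185). In the same authors' deposited table Bmf stood at 2.95 and 4.30 FPKM (q = 0.287). The row of Bcl2l11 spans chromosome 2, positions 128126038 to 128162547, and that of Bmf chromosome 2, positions 118528757 to 118549687 (mm10), in the authors' deposited table. Which exons the deletions remove was not used here, and a value for a whole gene cannot tell deleted exons from those left in place, so these levels check nothing about the genotype.

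Suspension for 4 h went with changes in a large part of the transcriptome. The authors' deposited table tested 14748 rows and called 7524 of them at q below 0.05, of which 3639 were higher and 3885 lower in suspension. A 2-fold change was reached by 1833 of the higher and 1050 of the lower calls in the authors' deposited table. Among genes above 0 in both conditions, 304 calls were at least 8-fold higher and 39 at least 8-fold lower in the authors' deposited table. Genes of at least 1 FPKM in both conditions had a median log2 fold change of -0.11 in the authors' deposited table. Every called gene whose FPKM are given from here to the end of the comparison has q = 0.000185, the smallest q in the authors' deposited table, unless another q is given.

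The metallothioneins Mt2 and Mt1, small proteins that bind zinc and other metals, rose most. Mt2 (chromosome 8, positions 94172618 to 94173567) went from 1.66 to 1243 FPKM in the authors' deposited table. Mt1 (chromosome 8, positions 94179089 to 94180325) went from 6.15 to 2143 FPKM in the authors' deposited table. The other genes with the highest rises were Adh7 (0.0298 to 9.23 FPKM, q = 0.00387), Adra1a (0.0535 to 6.07), Atp6v0d2 (0.0815 to 8.77) and Bmp6 (0.0861 to 5.70 FPKM) in the authors' deposited table. Il1f6 (0.579 to 36.1 FPKM), Aldh1a3 (0.240 to 14.6), Pmp22 (0.168 to 7.73) and Cbr3 (1.26 to 57.5 FPKM) completed the 10 in the authors' deposited table. Most of these started near 0, and with a pseudocount of 1 the log2 fold change of 6 of the 10 shrank by over 1.5 times, such as that of Adh7 from 8.28 to 3.31 (authors' deposited table).

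Parp1, a DNA repair enzyme, fell most, from 905 to 10.7 FPKM in the authors' deposited table (chromosome 1, positions 180568955 to 180601253). Ctgf, a matricellular protein, fell from 1150 to 31.5 FPKM in the authors' deposited table (chromosome 10, positions 24549441 to 24598683). Large falls were also listed for Sostdc1 (6.19 to 0.0965 FPKM, q = 0.000676), Gcnt3 (8.80 to 0.310), Mycn (8.30 to 0.322) and Rasl11b (97.9 to 3.98 FPKM) in the authors' deposited table. Ercc2 (187 to 7.68 FPKM), Arc (42.5 to 1.90), Ankrd1 (190 to 11.0) and Thbs1 (675 to 39.9 FPKM) completed the 10 in the authors' deposited table. With a pseudocount of 1 the log2 fold change shrank by over 1.5 times for 3 of the 10, Sostdc1, Mycn and Gcnt3. Parp1 and Ercc2 each hold an annotated microRNA on the same strand, and Ercc2 overlaps Klc3, so their values are uncertain. Bcl2 and Pax2, whose values are given further on, also hold such a microRNA and carry the same uncertainty.

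The called genes with the highest levels included S100a6 (7111 to 4766 FPKM), Spp1 (5553 to 3512, q = 0.000676) and Fth1, a subunit of the iron store ferritin (1605 to 3564 FPKM), in the authors' deposited table. The remaining 2 were mitochondrial rows that merge several genes: mt-Nd1 with mt-Nd2 went from 2337 to 4400 FPKM in the authors' deposited table. The row from mt-Atp6 to mt-Nd5 went from 16607 to 30181 FPKM (q = 0.0337) in the authors' deposited table. Of 10 tested mitochondrial rows, 1 of the signs of RNA quality looked at, 3 were called, all higher in suspension, and 7 were not called in the authors' deposited table. All 10 had higher FPKM in suspension, and mitochondrial rows summed to 31198 FPKM attached and 68368 FPKM suspended in the authors' deposited table. The sum includes transfer RNA rows that were not called, such as mt-Ts1 (6479.15 to 15348.5 FPKM, q = 0.520) and mt-Tp (1665 to 6395 FPKM, q = 0.118). Short lengths raise FPKM, so the sum is not a share of reads. The third called was mt-Cytb (1076 to 3310 FPKM) in the authors' deposited table. Nuclear-retained RNAs, named after their values were seen, differed: the row merging Neat1 with another RNA was called higher (295 to 468 FPKM), and Malat1 was not called (79.2 to 69.6 FPKM, q = 0.538), in the authors' deposited table. The higher mitochondrial values stood beside every change described for suspended cells. In the fixed list for RNA quality, 1 of 4 tested members was called, higher, and 3 were not.

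**Figure D1:**
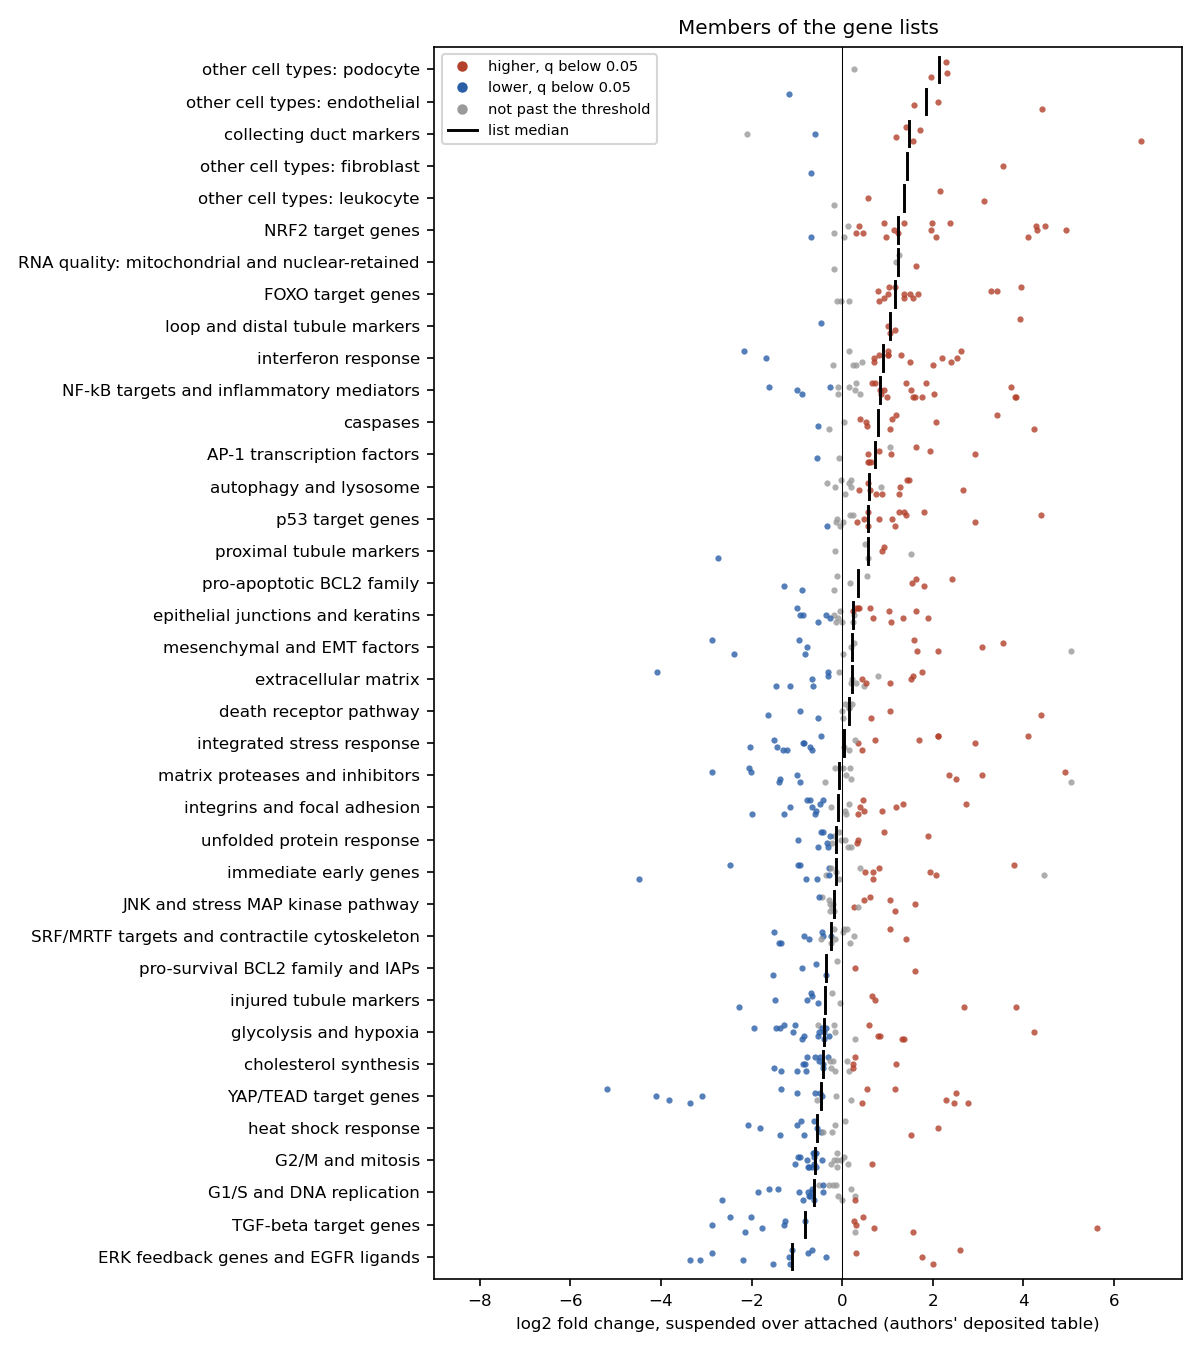
Each point is a tested member of a gene list, placed by its log2 fold change (suspended over attached) in the authors' deposited table and coloured by call, with a black bar at the list median. Members listed at 0 in 1 condition are not drawn; NRF2 target genes sit mostly to the right, with 17 of 21 called higher, and 11 of 15 ERK feedback genes and EGFR ligands were called lower.

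Of 38 gene lists fixed before the data were examined, 9 held more genes called higher and 6 more genes called lower than the other tested genes (two-sided Fisher's exact test, Benjamini-Hochberg over 76 tests). Counts adjusted over the list alone equalled those over all genes unless given. List medians of the log2 fold change were also ranked among random lists matched on mean FPKM, which Fisher's test does not match. Of the 15 lists past Fisher's test, 13 had a median outside the central 95% of random lists and 2 did not (collecting duct and cholesterol synthesis). A further 6 lists had a median outside that range without passing Fisher's test. With a pseudocount of 1 cholesterol synthesis moved outside that range and the pro-apoptotic BCL2 family moved inside it. The FOXO and NRF2 lists had the lowest adjusted p. Of the NRF2 targets, antioxidant and detoxification genes, 17 of 21 rose and 1 fell (adjusted exact p = 7.68e-06). Hmox1, which degrades haem, went from 98.3 to 2191 FPKM, and Srxn1 from 14.8 to 457 FPKM in the authors' deposited table. Gclc, the catalytic subunit for glutathione synthesis, went from 54.0 to 1046 FPKM, and Gsta1 from 3.23 to 63.6 FPKM in the authors' deposited table. Of the FOXO targets 14 of 17 rose and 0 fell (adjusted exact p = 3.81e-05), among them Pik3ip1 (2.31 to 35.6 FPKM), Irs2 (3.82 to 40.6), Fbxo32 (1.4 to 13.6) and Pdk4 (4.56 to 14.5 FPKM) in the authors' deposited table. These factors are known to act when growth factor signalling through AKT is low.

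Cell death genes moved in both directions. Of 10 pro-apoptotic BCL2 family members 4 rose and 2 fell (adjusted exact p = 0.455 for higher calls), with the list median at percentile 97.9 of matched random lists. That median moved inside the central 95%, to percentile 97.0, with a pseudocount of 1. Those that rose were Bcl2l11, Pmaip1 (60.6 to 188 FPKM), Bbc3 (10.1 to 35.6) and Bik (3.94 to 11.4 FPKM) in the authors' deposited table. The 2 that fell, named after their values were seen, were Bok (123 to 50.4 FPKM) and Bad (47.2 to 25.6 FPKM) in the authors' deposited table, while Bmf, Bid, Bax and Bak1 were not called. Of 7 pro-survival members 2 rose and 4 fell (adjusted exact p = 0.205 for lower calls). Bcl2 went from 5.93 to 2.07 FPKM, Bcl2l1 from 155 to 83.4, Mcl1 from 85.4 to 66.5 (q = 0.00113), and Birc3, an inhibitor of apoptosis, from 5.53 to 16.8 FPKM in the authors' deposited table. Caspases and their partners rose in 9 of 12 cases and fell in 1 (adjusted exact p = 0.00299). Casp4, an inflammatory caspase, went from 0.495 to 9.31 FPKM and Casp9 from 4.86 to 10.3 FPKM in the authors' deposited table. In the death receptor pathway 3 of 13 rose and 3 fell (adjusted exact p = 1 in both directions). Fas went from 0.251 to 5.28 FPKM, while Cflar, an inhibitor of caspase 8, went from 53.5 to 28.0 FPKM in the authors' deposited table. Of the p53 targets 13 of 20 rose (14 adjusted over the list alone) and 1 fell (adjusted exact p = 0.00225). Trp53inp1 went from 21.0 to 159, Plk2 from 95.1 to 252 and Cdkn1a, an inhibitor of cyclin-dependent kinases, from 165 to 368 FPKM in the authors' deposited table.

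**Figure D2:**
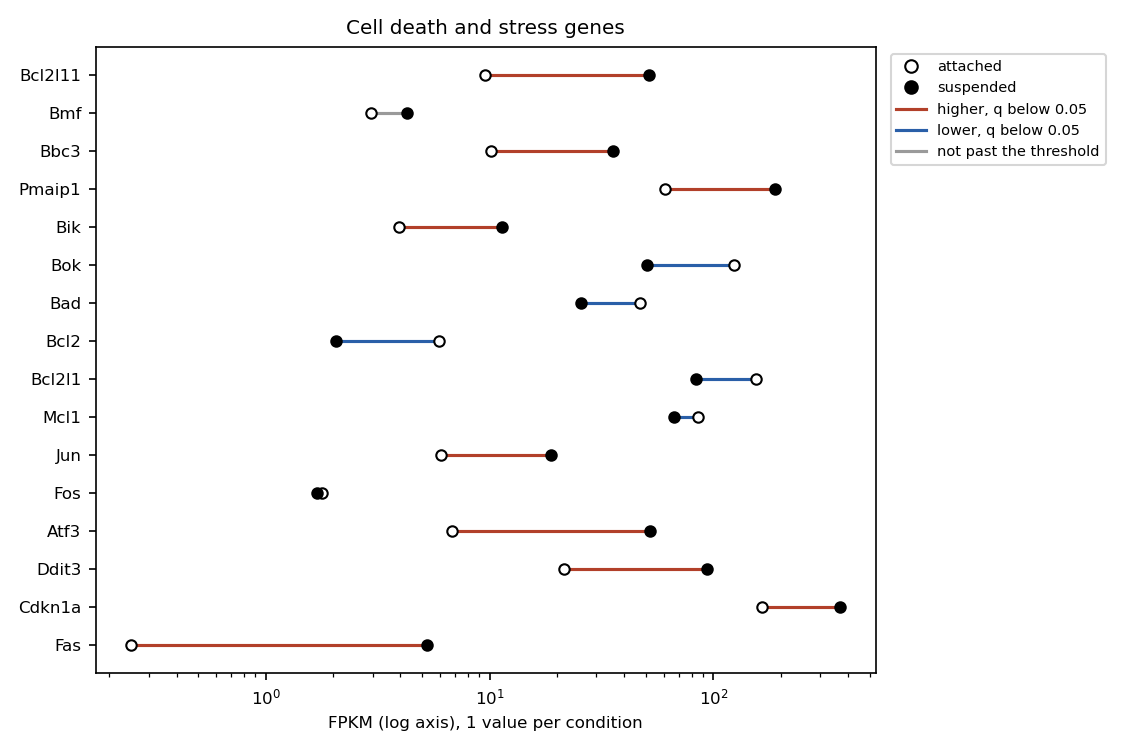
FPKM of cell death and stress genes on a log axis, with 1 value per condition from the authors' deposited table (open circles attached, filled circles suspended) and lines coloured by call. Bcl2l11 moved from 9.53 to 51.4 FPKM, while Bmf and Fos were not called.

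Of the AP-1 transcription factors 9 of 12 rose and 1 fell (adjusted exact p = 0.00299), although this ended (adjusted exact p = 0.210) when calls also had to be 2-fold. Atf3 went from 6.80 to 52.2 FPKM, Jun from 6.06 to 18.8 and Fosb from 1.11 to 4.28 FPKM, while Fos stood at 1.78 and 1.69 FPKM (q = 0.795) in the authors' deposited table. The JNK and stress MAP kinase list had 6 of 15 higher and 1 lower (adjusted exact p = 0.40 for higher calls), with Gadd45b going from 28.8 to 87.5 FPKM in the authors' deposited table. Immediate early genes split into 7 higher and 8 lower of 21 (adjusted exact p = 0.40 for lower calls). Klf2 went from 0.953 to 13.1 FPKM and Egr1 from 74.4 to 13.3 FPKM in the authors' deposited table.

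ERK feedback genes and EGFR ligands fell in 11 of 15 cases and rose in 4 (adjusted exact p = 0.00225 for lower calls). Hbegf, an EGFR ligand, went from 185 to 18.1 FPKM, Spry4 from 8.35 to 0.944 and Dusp6 from 68.7 to 9.41 FPKM in the authors' deposited table. Dusp4, also a phosphatase of MAP kinases, went the other way, from 25 to 151 FPKM in the authors' deposited table. Of the YAP/TEAD targets 10 of 20 fell and 7 rose (adjusted exact p = 0.0841 for lower calls), and the lower calls passed when a 2-fold change was required (adjusted exact p = 0.00352). The list median lay at percentile 0.76 of matched random lists. Besides Ctgf and Ankrd1, Cyr61 went from 184 to 13 and Amotl2 from 155 to 15.0 FPKM in the authors' deposited table. TGF-beta targets fell in 8 and rose in 6 of 15 cases (adjusted exact p = 0.107 for lower calls, and 0.000702 with a 2-fold change required), with a median below those of all 10000 matched random lists. Smad7 went from 18.0 to 2.45 and Id1 from 7.41 to 1.34 FPKM in the authors' deposited table.

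Adhesion, cytoskeleton and matrix lists passed no test at q below 0.05 alone. SRF/MRTF targets had 2 of 19 higher and 8 lower (adjusted exact p = 0.284 for lower calls), with Fhl2 going from 91.6 to 32.2 FPKM in the authors' deposited table. Integrins and focal adhesion genes had 8 of 22 higher and 10 lower (adjusted exact p = 0.131 for lower calls). Itga3 went from 747 to 189 FPKM and Itga2 from 6.48 to 16.4 FPKM in the authors' deposited table. Extracellular matrix genes had 6 of 19 higher and 7 lower (adjusted exact p = 0.468 for lower calls), with Lamc1 going from 19.3 to 64.8 FPKM in the authors' deposited table. Matrix proteases and inhibitors had 4 of 18 higher and 7 lower, 8 adjusted over the list alone (adjusted exact p = 0.455 for lower calls, and 0.0372 with a 2-fold change required). Mmp10 went from 0.104 to 3.15 FPKM in the authors' deposited table. Timp3, named after its values were seen, went from 95.8 to 23.2 FPKM in the authors' deposited table.

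Cell cycle and metabolic genes leaned lower. Of the G1/S and replication genes 14 of 23 fell and 1 rose (adjusted exact p = 0.00346), and of the G2/M genes 15 of 24 fell and 1 rose (adjusted exact p = 0.00225). Both ended with a 2-fold requirement (adjusted exact p = 0.260 and 1). Ccnd1, a G1 cyclin, went from 799 to 128 FPKM, Ccne1 from 13.9 to 3.83 and Bub1 from 12 to 5.83 FPKM in the authors' deposited table. Glycolysis and hypoxia genes fell in 15 and rose in 6 of 25 cases (adjusted exact p = 0.00299 for lower calls). Hk2 went from 36.6 to 9.49 FPKM and Vegfa from 66.1 to 23.9, but Ndrg1 from 16.1 to 303 FPKM in the authors' deposited table. Cholesterol synthesis genes fell in 13 and rose in 4 of 23 cases (adjusted exact p = 0.0187, ended at 0.905 with a 2-fold change required), and the list median lay inside the central 95% of matched random lists, at percentile 2.6, but outside it, at 2.23, with a pseudocount of 1. Lss went from 29.5 to 10.4 and Insig1 from 43.9 to 99.4 FPKM in the authors' deposited table.

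Stress responses differed by list. Heat shock genes fell in 9 of 15 cases, 10 adjusted over the list alone, and rose in 2 (adjusted exact p = 0.0289). This ended with a background of at least 1 FPKM (adjusted exact p = 0.0750) and with a 2-fold requirement (adjusted exact p = 0.278). Hsph1, a chaperone, went from 362 to 86.2 FPKM and Hspb1 from 17.7 to 76.5 FPKM in the authors' deposited table. The integrated stress response list had 8 of 21 higher (9 adjusted over the list alone) and 10 lower (adjusted exact p = 0.126 for lower calls). Slc7a11, a cystine transporter, went from 3.80 to 65.2, Ddit3 from 21.6 to 93.4 and Ppp1r15a from 26.4 to 115 FPKM in the authors' deposited table. These genes rose, although more members were called lower than higher. Among genes named after their values were seen, Atf4 went from 250 to 180 FPKM in the authors' deposited table. Asns went from 116 to 73.2 and Psat1 from 143 to 52.9 FPKM in the authors' deposited table. The unfolded protein response list had 4 of 18 higher and 7 lower (adjusted exact p = 0.455 for lower calls). Dnajb9 went from 28.4 to 105 FPKM and Hyou1 from 59.7 to 30.5 FPKM in the authors' deposited table. Autophagy and lysosome genes rose in 10 of 18 cases and fell in 0, or 1 adjusted over the list alone (adjusted exact p = 0.0274, ended at 0.233 with a 2-fold requirement). Sqstm1, an autophagy receptor, went from 305 to 1951 FPKM in the authors' deposited table.

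Inflammatory lists leaned higher. NF-kB targets rose in 16 and fell in 4 of 26 cases (adjusted exact p = 0.00191), with Vcam1 going from 0.188 to 2.70, Cxcl5 from 2.15 to 28.3 and Csf1 from 18.8 to 77.2 FPKM in the authors' deposited table. Interferon response genes rose in 13 of 20 cases (14 adjusted over the list alone) and fell in 2 (adjusted exact p = 0.00225). Gbp2 went from 2.11 to 13 FPKM, whereas Ifit3 went from 82.3 to 18.5 FPKM in the authors' deposited table.

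Epithelial junction and keratin genes had 11 of 24 higher (13 adjusted over the list alone) and 6 lower (adjusted exact p = 0.0974 for higher calls), with the list median at percentile 99.6 of matched random lists. Cdh1, or E-cadherin, went from 95.4 to 201 FPKM and Cldn3 from 21.4 to 66.6 FPKM in the authors' deposited table. Mesenchymal and EMT factors had 5 of 14 in each direction (adjusted exact p = 0.541 for higher calls), with Twist2 going from 16.1 to 3.07 FPKM in the authors' deposited table. Collecting duct markers had 6 of 8 higher and 1 lower, 2 adjusted over the list alone (adjusted exact p = 0.0235), which ended with a background of at least 1 FPKM (adjusted exact p = 0.277). Their median lay at percentile 95.6 of matched random lists, inside the central 95%. Aqp3 went from 0.0334 to 3.22 FPKM (q = 0.0135), and Slc26a4 was listed at 0 attached and 1.23 FPKM suspended in the authors' deposited table. Loop and distal tubule markers had 4 of 5 higher and 1 lower (adjusted exact p = 0.0638, and 0.00921 with a 2-fold change required). Proximal tubule markers had 2 of 7 higher and 1 lower (adjusted exact p = 0.806 for higher calls), with Aqp1 going from 79.1 to 11.8 FPKM in the authors' deposited table. Injured tubule markers had 4 of 12 higher and 6 lower, 7 adjusted over the list alone (adjusted exact p = 0.223 for lower calls). Cd44 went from 15.7 to 101 and Pax2 from 150 to 30.9 FPKM in the authors' deposited table.

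Markers of other cell types were tested in small numbers. Of the matched members, 4 of 10 endothelial, 4 of 14 leukocyte, 4 of 8 podocyte and 2 of 10 fibroblast markers were tested. The shares and percentiles cover tested members only. Calls were higher in 3 of 4 endothelial, 3 of 4 leukocyte and 3 of 4 podocyte markers (adjusted exact p = 0.130 each), and fell in 1 endothelial marker. The list median lay at percentile 95.4 of matched random lists for endothelial, 99.5 for leukocyte and 99.9 for podocyte markers. Of the 2 fibroblast markers 1 rose and 1 fell (adjusted exact p = 0.635 for higher calls). With a 2-fold change required the endothelial and podocyte lists passed (adjusted exact p = 0.0372 each). Ptprc, the leukocyte antigen CD45, went from 1.42 to 12.4 FPKM and Esam from 0.271 to 5.79 FPKM in the authors' deposited table. Synpo went from 2.53 to 12.6 FPKM in the authors' deposited table.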

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

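The rescaled value of Bcl2l11 was planned, and all other tests in this part were chosen after the result was seen. Rows that the authors did not test leaned towards suspension. Among 4176 such rows above 0 in both conditions, the median log2 ratio of suspended over attached was 0.53 in the authors' deposited table, a signal in values that no comparison used. Among untested rows, 4819 were higher and 2562 lower in suspension in the authors' deposited table.

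Tested genes at low levels leaned the same way. Below a mean of 1 FPKM the median log2 fold change was 0.65, with 611 genes called higher and 151 lower, against 1036 and 1827 at 20 FPKM or more, in the authors' deposited table. Background reads spread evenly over all genes are argued against, since 1767 olfactory and vomeronasal receptor genes rose by a mean of only 0.635% of the median rise of the low genes. RNA from fibroblasts, leukocytes, endothelium or podocytes is argued against too. The 14 abundant transcripts of these cells summed to 0.573 FPKM attached and 0.519 FPKM suspended, in the authors' deposited table. The low genes rose by a median of 0.202 FPKM. The highest of the 14 reached 0.133 FPKM in suspension, against a median of 6.83 FPKM for the 10 markers of these cells that were called higher. Those 10 were picked by their call and do not stand for the low genes. A wider low-level transcription or unspliced RNA in suspended cells may contribute and was not tested.

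Bcl2l11 transcript rose in cells labelled as lacking Bim. Reads of the neighbouring gene Acoxl, chosen after its values were seen, would need a far higher level, since its 0.428 FPKM in suspension (q = 0.0136) equals 1.02% of the rise, in the authors' deposited table. Rescaling shifted every gene by the same amount, set by a median log2 of -0.108 among genes of at least 1 FPKM in both conditions. It took the log2 fold change of Bcl2l11 from 2.43 to 2.54, and so small a shift could not have removed the rise. Scaling is argued against only if the median gene did not change, which was not tested. Transcription of exons left in the deleted allele is a candidate explanation for reads being present in both conditions (9.53 and 51.4 FPKM in the authors' deposited table). It could not be tested with 1 value per condition for the whole gene. Both conditions carry the same genotype label, so exons left in place do not by themselves account for the rise. For the rise, induction by loss of attachment, the difference the design names, stays open.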

How the results depend on the processing

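The tests on rows naming 1 gene only and on rows above 0 in both conditions were chosen after seeing the data. The 7524 calls became 2883 (1833 higher, 1050 lower) when a 2-fold change was also required, by construction of that filter. Under the other alternatives the count lay between 6093 (q below 0.01) and 8350 (q below 0.1). It was 7079 with at least 1 FPKM in at least 1 condition and the adjustment recomputed. With only the adjustment recomputed it was 7598. Calls higher in suspension were 48.4% as deposited and 63.6% with the 2-fold minimum. Lists with more higher calls numbered 9, and 8 to 10 under the alternatives, and lists with more lower calls 6, and 5 in both alternatives. Lists with a median outside the central 95% of random lists numbered 19, and 19 to 20 under the alternatives, but not the same lists. With a pseudocount of 1 the pro-apoptotic list moved inside (percentile 97.9 to 97.0) and cholesterol synthesis outside (2.6 to 2.23), and with at least 1 FPKM the RNA quality list moved outside (97.1 to 98.4). Requiring 2-fold ended 8 and added 6 of the 76 list tests, and a background of at least 1 FPKM ended 2. The median of the extracellular matrix list turned from 0.22 to -0.06, that of the proximal tubule list from 0.57 to -0.15 and that of the JNK list from -0.18 to 0.04 with members of at least 1 FPKM only. With a pseudocount of 1, 70 named genes moved by more than the implied standard error and 89 did not, and the order of the genes that rose or fell most changed (Adra1a went from a log2 of 6.83 to 2.75, Sostdc1 from -6.00 to -2.71). Fos, not called, went from a log2 of -0.08 to 0.03 with rescaling. Bonferroni adjustment gave no value, since the smallest deposited p times the number of tests is 0.737. No paired analysis was possible because the table holds 1 value per condition. For the same reason leaving out a replicate, another test or normalization and a replicate block were not run. A pseudocount of 0.1 was possible with these values but was not run. Unknown depth limits the low genes most.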

Other observations

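All gene families and tests in this part were chosen after the values were seen. Of 12 families taken by name, aminoacyl-tRNA synthetases, which charge tRNAs for translation, fell in 28 of 35 cases and rose in 0 (adjusted exact p = 1.16e-09, Fisher's exact test over 24 tests). Mitochondrial ribosomal proteins fell in 36 of 73 cases and rose in 1 (adjusted exact p = 8.78e-05). Respiratory complex I subunits and assembly factors, encoded in the nucleus, fell in 23 of 42 cases and rose in 0 (adjusted exact p = 0.000276). Cytosolic ribosomal proteins were mostly not called, with 7 of 78 lower and 2 higher. Proteasome subunits (16 of 38 lower, adjusted exact p = 0.0537) and RNA polymerase subunits (12 of 27 lower, adjusted exact p = 0.0585) missed the threshold for lower calls. RNA polymerase subunits rose in 1 of 27 cases, a smaller share than among the other tested genes (adjusted exact p = 0.0101).

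Replication-dependent histone genes rose in 23 of 40 cases and fell in 1 (adjusted exact p = 4.90e-05). Hist1h1c, a linker histone, went from 138 to 522 FPKM in the authors' deposited table. Histone copies are near-identical and their reads are uncertain. Glutathione S-transferases rose in 13 of 19 cases and fell in 2 (adjusted exact p = 0.000224), and some of them are also in the NRF2 list. Genes named Zfp, for zinc fingers, rose in 106 of 312 cases and fell in 42 (adjusted exact p = 0.000464 for higher calls). Solute carriers rose in 78 of 231 cases and fell in 74 (adjusted exact p = 0.00351 for higher calls). V-type proton pump subunits rose in 8 of 18 cases (adjusted exact p = 0.109). They fell in 0, a smaller share than among the other tested genes (adjusted exact p = 0.00964). Variant histones outside the clusters rose in 2 and fell in 4 of 13 cases (adjusted exact p = 0.754). Slc30a1, a zinc exporter, went from 2.5 to 39.9 FPKM, and Mt3 from 0.0616 to 10.9 FPKM without being called (q = 0.241), in the authors' deposited table.

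Parp1, Ercc2 and Usp15 were among 12 genes at 100 FPKM or more attached that fell at least 8-fold, and each hosts an annotated microRNA on its strand. Reads of the microRNAs counted in their hosts may contribute, but the test depends on the lowest level admitted. With 100 FPKM, 3 of 57 hosts and 9 of 746 other genes fell that far (Fisher's exact p = 0.0472). With bounds of 0, 50 and 200 FPKM the p was 0.488, 0.0774 and 0.0507, so the cause cannot be told apart from a fall of the host transcripts.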
